A study of Homo sapiens with 12 samples. Its data were reported in "A cofactor-induced repressive type of transcription factor condensation can be induced by synthetic peptides to suppress tumorigenesis" (2024).

How the data were processed

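RNA was sequenced from 12 HGC-27 samples in 4 groups of 3 (WT untreated, WT with GLUP, TEAD4KO untreated, TEAD4KO with GLUP). The authors analysed the reads on an online cloud platform and deposited FPKM values, 1 column per sample and 1 row per Ensembl gene, with no pooling of replicates. The aligner, the quantifier, their versions, the genome build and the annotation are not stated. Of the rows in the table, 18 were Y copies of genes in the pseudoautosomal region, with identifiers of the kind that older annotations on GRCh37 use. All 12 columns were matched to samples by title, and 0 pairs of columns were identical.

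FPKM divides the reads of a gene by its length and by the mapped total of its library. A change in a few abundant genes therefore shifts the others, and a difference in fragment length or GC content between libraries stays in the values. Whether the deposited values kept steps of whole reads was examined with ratios between libraries for genes under 0.1 FPKM. The most common ratio held 0.535% of genes, against 28.4% in simulated tables of whole reads, so relative depth could not be recovered. Sequencing depth is thus unknown, the precision of each value was taken from the spread between replicates only, and no model of read numbers was used.

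Values were analysed as log2(FPKM + 1) for the 11225 rows with a mean of at least 1 FPKM over the 12 samples. One 4-group model was fitted to all 12 samples with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) with no covariates, and p-values were adjusted by Benjamini-Hochberg within each of 5 comparisons, namely GLUP in WT, GLUP in TEAD4KO, TEAD4KO against WT without and with GLUP, and the interaction. A call needed an adjusted p under 0.05 and a fold change over 2. Where a named gene or a list is said to lose its call, this refers to the adjusted p alone. All tests were two-sided. A permutation test of 3 against 3 samples cannot give a p below 0.1, so none was used for single genes.

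Gene names came from a reference table by Ensembl identifier (94.3% of rows). Positions, transcript lengths and GC content came from GENCODE release 44 lifted to GRCh37 (96.6% of rows), and every coordinate given is on that build, which need not be the authors' build. The text names 16 genes fixed in advance (the TEAD family, cofactors and target genes), and in each comparison except TEAD4KO in GLUP-treated cells up to 3 called genes with the largest rise and 3 with the largest fall, among genes whose groups did not overlap (all called genes for the interaction) and that had a symbol. Gene lists were tested with camera (inter-gene correlation preset at 0.01), fry and camera with an estimated correlation. The 8 lists covered YAP/TAZ/TEAD targets, cell cycle, integrated stress response, p53 targets, interferon response, cholesterol synthesis, hypoxia and glycolysis, and pro-apoptotic genes. The groups, tests, thresholds, lists and all alternatives except those called added were chosen before the data were examined.

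The alternatives were a pseudocount of 0.1, no filter (17969 rows above 0 in at least 1 sample), a mean of at least 5 FPKM (8182 rows), median-ratio scaling, quantile normalization, eBayes without trend, array weights, rows summed per gene symbol (11219 rows), a call without the fold limit, a fit of only the groups compared, the replicate number as a block, and leaving out each sample in turn. Added after seeing the data were a correction of each library for its trend with GC content and transcript length (splines with 5 degrees of freedom, rows without reference values left as they were), the same with the replicate block, a fit of GLUP over both genotypes with genotype as a covariate, and 2 lists for ERK-induced genes and NRF2 targets, with p-values adjusted over these 2 lists.

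Pairing by replicate number was checked through the correlation of deviations from the group means. The numbers come from the sample titles. Libraries numbered 14, 15 and 16 had correlations of 0.106, 0.152 and 0.336 between genotypes, all over 0.1, and were treated as paired. Libraries numbered 1, 2 and 3 had -0.0569, 0.203 and -0.0149 and were not. Differently numbered libraries also passed 0.1 in 11 of 30 combinations (highest 0.332), so the evidence for pairing is weak.

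The model was tested on simulated data with the real means and spreads of 11225 genes and 200 genes changed. Noise was normal and independent between genes. The changed genes had a mean log2(FPKM + 1) over 2, and the changes were added on that scale. At an adjusted p under 0.05 the model recovered 84.0% of genes changed by 1.5-fold with 7 false genes, 96.5% at 2-fold with 16 and 99.0% at 3-fold with 14. The GC and length correction was tested with a linear GC trend planted in untreated libraries labelled TEAD4KO, which gave 5720 genes before and 0 after correction. No length trend and no real differences were planted. Removal of a length trend and the survival of real differences were therefore not tested. Shared controls were simulated with 1000 draws in which whole library residuals were reassigned with random signs. Other splits of the samples were counted exactly for 3 against 3 (10 splits) and over 100 drawn splits within genotype for the interaction and for GLUP over both genotypes.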

Results

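The human gastric cancer cell line HGC-27 was profiled by RNA-seq in 12 libraries that fall into 4 groups of 3. Cells of the line without a stated edit (WT) and cells labelled as a TEAD4 knockout (TEAD4KO) were each sequenced untreated and after GLUP. GLUP is a cyclic peptide built to bind TEAD4, a DNA-binding factor of the Hippo pathway that works with the co-activators YAP and TAZ, and to draw TEAD4 molecules together. Untreated libraries carry the replicate numbers 1, 2 and 3 and GLUP libraries the numbers 14, 15 and 16. Expression was deposited as FPKM (fragments per kilobase of transcript, scaled to the mapped total of the library), with 1 row per Ensembl gene. The FPKM total of a library ranged from 375361 to 423757, and 11225 rows with a mean of at least 1 FPKM were tested. The sequencing depth behind each value is unknown, so no interval that needs it is given. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes.

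The targeted transcript was examined first. TEAD4 (ENSG00000197905, GRCh37 chromosome 12, 3068496 to 3149842, plus strand) was at 25.8, 24.4 and 25.0 FPKM in untreated WT libraries and at 23.7, 22.9 and 23.8 FPKM in WT libraries with GLUP. In libraries labelled TEAD4KO it was at 30.1, 27.7 and 27.2 FPKM untreated and at 27.8, 29.4 and 26.0 FPKM with GLUP. The lowest library labelled TEAD4KO (26.0 FPKM) thus lay above the highest WT library (25.8 FPKM). In untreated cells the log2 fold change was 0.17 ± 0.06 (SE, n = 3 per group; limma, Benjamini-Hochberg adjusted p = 0.135), so the excess did not pass over all genes tested. In GLUP-treated cells it was 0.23 ± 0.06 (SE, limma adjusted p = 0.0479) and passed. That call was lost in 8 of the 12 fits that left out 1 library, for example without TEAD4KO GLUP replicate 15 (adjusted p = 0.177, with a range from 0.00561 to 0.451 over all alternatives). The call was also lost with the replicate number as a block, for GLUP libraries that were treated as paired (limma adjusted p = 0.0516). After each library was corrected for its trend with GC content and transcript length, the values were -0.020 ± 0.056 in untreated and 0.074 ± 0.056 in GLUP-treated cells (SE), and neither passed. A loss of transcript is therefore not seen. An edit that removes the protein can leave the transcript, so this does not decide the label. The groups are called libraries labelled TEAD4KO here. Every direction given below between these libraries and WT rests on that label.

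Libraries of the same group were close to each other across genes, with Pearson's r of log2(FPKM + 1) from 0.986 to 0.996, against 0.977 to 0.991 between genotypes. Genes are not independent replicates, and these values describe the libraries only. The first principal component held 39.7% of the variance and the second 14.1%. WT libraries lay between -16.2 and -3.71 on the first component. Libraries labelled TEAD4KO lay at 9.91 or higher, except untreated replicate 1 at -0.963 and GLUP replicate 16 at -5.26. The share of rows listed at 0 was 21.9% ± 0.382 (SD, n = 3) in untreated WT libraries and 21.4% ± 0.312 with GLUP. It was 25.0% ± 0.605 in untreated libraries labelled TEAD4KO and 24.7% ± 0.869 with GLUP. The labels name no sequencing batch.

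**Figure D1:**
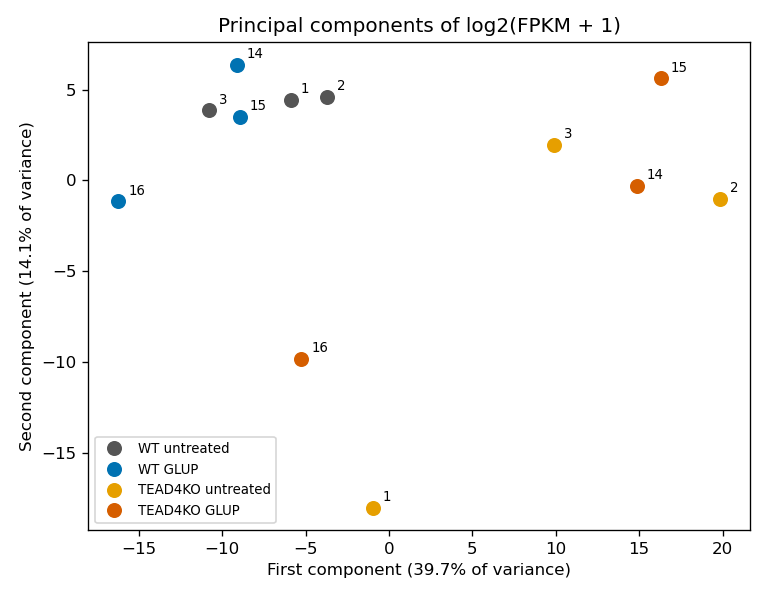
Principal components of log2(FPKM + 1) over 11225 genes, with the first component (39.7% of variance) on the x axis and the second (14.1%) on the y axis, 1 point per library and its replicate number beside it. All WT libraries lie at -3.71 or below on the x axis, and among libraries labelled TEAD4KO only untreated replicate 1 and GLUP replicate 16 lie below 0.

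The first comparison asked which transcripts GLUP changed in WT cells. No gene had both an adjusted p under 0.05 and a fold change over 2 (limma), and 385 genes had an unadjusted p under 0.05, where 561 would be expected by chance. Without the fold limit 1 gene passed, DLX3 (ENSG00000064195, chromosome 17, 48067369 to 48072588), which is named because it was the only one and was chosen after its values were seen. DLX3 went from 34.9 ± 1.70 FPKM (SD, n = 3) to 24.5 ± 0.818 FPKM with GLUP, a log2 fold change of -0.49 ± 0.06 (SE, limma adjusted p = 0.0227), and it was lower in 3 of 3 libraries. It was no longer past the threshold in each of the 6 fits that left out a WT library (adjusted p from 0.0837 to 0.301). The alternative that moved the number of genes most was a fit with array weights, which gave 61 genes in place of 1. In simulated data with the spread of these libraries, 84.0% of genes changed by 1.5-fold and 96.5% of genes changed by 2-fold were recovered at this group size. Those data held 200 changed genes, none of them low, and independent noise. With fewer changed genes the adjusted threshold is stricter, so a few real changes of this size may be missed more often. Over all tested genes the median absolute log2 fold change was 0.0617, and 21 genes differed by more than 1.5-fold.

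TEAD target genes were the question behind the treatment. CCN2 was at 7.24 ± 0.308 FPKM (SD, n = 3) in untreated WT libraries and 7.14 ± 0.588 FPKM with GLUP, a log2 fold change of -0.018 ± 0.094 (SE). For CCN1 the means were 26.6 ± 1.70 and 24.6 ± 1.94 FPKM (log2 fold change -0.11 ± 0.08), for AXL 9.49 ± 0.532 and 9.43 ± 0.119 FPKM (-0.0061 ± 0.10), and for CCNA2 39.3 ± 2.22 and 36.9 ± 2.47 FPKM (-0.090 ± 0.085). The limma adjusted p was 0.999 for each of these 4 genes, so none of the differences passed. Without WT GLUP replicate 15 the log2 fold change was 0.043 for CCN2 and 0.0031 for AXL, without WT untreated replicate 2 it was 0.0082 and 0.025, and without WT untreated replicate 1 it was 0.0030 for AXL, so the direction of these 2 genes rested on single libraries. CGB5 was below the limit for testing, at 0.0823, 0.146 and 0.0564 FPKM untreated and 0.0126, 0.0332 and 0.0331 FPKM with GLUP, and it belongs to a family of near-identical genes whose reads cannot be assigned with certainty. Among 22 YAP/TAZ/TEAD targets fixed in advance, 20 were tested, 8 higher and 12 lower, with a median log2 fold change of -0.024 (limma camera, adjusted p = 0.696). The sign of that median changed in 2 fits, to 0.0056 without WT untreated replicate 2 and to 0.017 without WT GLUP replicate 15. TGFB2, which was higher with GLUP (log2 fold change 0.41), passed when p-values were adjusted over the list alone, and 0 passed over all genes tested.

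**Figure D2:**
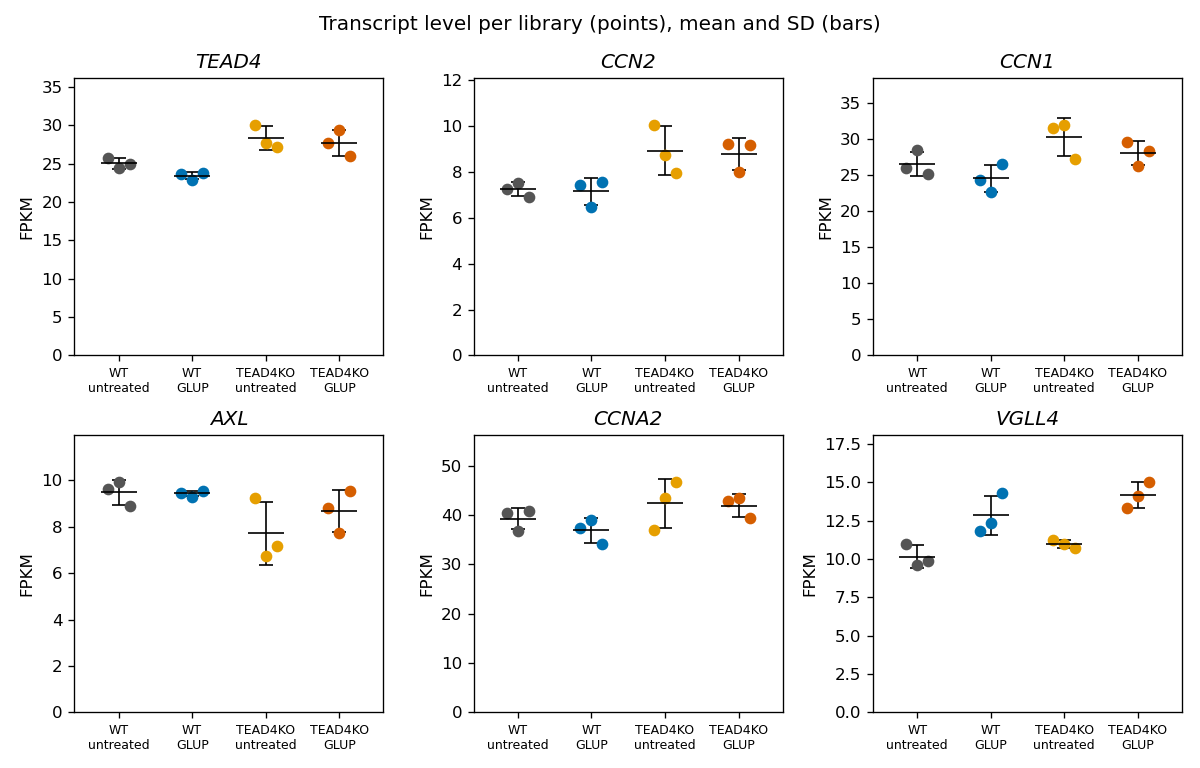
FPKM (y axis, from 0) of TEAD4, 4 TEAD target genes and VGLL4 in the 4 groups (x axis). Points are the 3 libraries of a group, and bars give their mean and SD. TEAD4 lies between 22.9 and 25.8 FPKM in WT libraries and between 26.0 and 30.1 FPKM in libraries labelled TEAD4KO.

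The cofactor VGLL4 (chromosome 3, 11597543 to 11812824, minus strand) was at 10.2 ± 0.733 FPKM (SD, n = 3) in untreated WT libraries and 12.9 ± 1.29 FPKM with GLUP. In libraries labelled TEAD4KO the highest untreated library was at 11.3 FPKM and the lowest GLUP library at 13.3 FPKM (GLUP mean 14.2 ± 0.865 FPKM). Each GLUP library lay above every untreated library of its genotype, an arrangement that chance gives in 10% of genes for either direction within 1 genotype. The log2 fold changes were 0.31 ± 0.08 (SE, limma adjusted p = 0.610) in WT and 0.34 ± 0.08 (adjusted p = 0.260) in libraries labelled TEAD4KO. Of the 16 genes fixed in advance, 15 could be tested. With p-values adjusted over the list alone, VGLL4 passed in WT, and VGLL4 and WWTR1, both higher, passed in libraries labelled TEAD4KO, while 0 passed over all genes tested in either. The study chose part of this list, possibly on these samples, so the count over the list alone is not independent evidence.

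The same comparison was made in libraries labelled TEAD4KO, to ask what GLUP changed where TEAD4 was meant to be absent. Only RPL36A-HNRNPH2 passed both thresholds. This row (ENSG00000257529, GRCh37 chromosome X, 100645999 to 100667285, plus strand) is annotated as a readthrough of RPL36A into HNRNPH2 and overlaps both, so its value is uncertain. It was at 36.3, 40.9 and 46.6 FPKM untreated and at 3.21, 1.04 and 0.492 FPKM with GLUP (log2 fold change -4.17 ± 0.30 SE, limma adjusted p = 3.39e-05, lower in 3 of 3 libraries). Without the fold limit 5 genes passed and 716 had an unadjusted p under 0.05. The other 4, named after their values were seen, all rose. The log2 fold changes were 0.59 ± 0.08 for ETV5, 0.74 ± 0.11 for ETV1, 0.40 ± 0.06 for RDH10 and 0.61 ± 0.09 for TMTC1 (SE; limma adjusted p = 0.0190, 0.0270, 0.0270 and 0.0382). With array weights 1 gene passed. The calls of ETV5, ETV1, RDH10 and TMTC1 were lost in 6, 8, 11 and 12 of the 12 fits that left out 1 library. Without TEAD4KO untreated replicate 2, for example, the adjusted p was 0.104 for ETV5 and 0.181 for the other 3, and 1 gene passed in place of 5 (adjusted p from 0.00464 to 0.176 for ETV5 over all alternatives).

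TEAD target genes did not pass in these libraries either. The log2 fold changes were -0.017 ± 0.094 for CCN2, -0.10 ± 0.08 for CCN1, 0.16 ± 0.10 for AXL and -0.0086 ± 0.085 for CCNA2 (SE, n = 3 per group; limma adjusted p from 0.902 to 0.993). Without TEAD4KO untreated replicate 1 the value for CCN2 was 0.064, and without TEAD4KO untreated replicate 3 that for CCNA2 was 0.065, so both signs depended on single libraries. CGB5 was listed at 0 in untreated replicate 2 and in GLUP replicate 14, and the other 4 libraries had 0.0160, 0.0449, 0.137 and 0.401 FPKM. The 20 tested YAP/TAZ/TEAD targets had a median log2 fold change of 0.024, with 12 higher and 8 lower (limma camera, adjusted p = 0.0557). The median was -0.013 without TEAD4KO GLUP replicate 16 and 0.083 without TEAD4KO untreated replicate 1, where the list passed (adjusted p = 0.0191). The list also passed without TEAD4KO GLUP replicates 14 or 15 (adjusted p = 0.0323 and 0.0321) and without WT GLUP replicates 14 or 16 (adjusted p = 0.0475 and 0.0490). With the tested rows limited to a mean of 5 FPKM the list passed (adjusted p = 0.0189, where the alternatives for this result ranged from 0.0189 to 0.510). TGFB2, again higher (log2 fold change 0.42), passed with p-values adjusted over the list alone and 0 genes passed over all genes tested.

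Whether the GLUP effect differed with genotype was tested by the interaction. RPL36A-HNRNPH2 was the 1 gene past the threshold (interaction log2 fold change -4.62 ± 0.43 SE, limma adjusted p = 0.000685), and 284 genes had an unadjusted p under 0.05 where chance gives 561. In the same simulated data, with 200 changed genes, 52.0% of genes with a 1.5-fold interaction and 90.5% with a 2-fold interaction were recovered. Across the 11225 genes the GLUP effects in WT and in libraries labelled TEAD4KO had Pearson's r of 0.152 and Spearman's rho of 0.210. Reassigned library residuals with no effect gave r from -0.628 to 0.691 in 95% of 1000 draws, so this value lies within what no effect gives, and it was -0.010 without TEAD4KO GLUP replicate 16. In a fit of GLUP over both genotypes, chosen after seeing the data, 34 genes had an adjusted p under 0.05 (limma), 24 higher and 10 lower, and 846 had an unadjusted p under 0.05. All 34 had the same sign in both genotypes, which choosing genes on the mean of both effects favours, and the largest absolute log2 fold change was 0.67. The number was 22 without a filter on low values and ranged from 15 to 41 across the 12 fits that left out 1 library, the lowest without WT untreated replicate 3. TGFB2, from the YAP/TAZ/TEAD target list, was among the 34 and rose (log2 fold change 0.41, limma adjusted p = 0.00323, and 0.00113 after GC and length correction). The targets CCN2, CCN1, AXL and CCNA2 did not pass in that fit (limma adjusted p from 0.704 to 0.98).

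**Figure D3:**
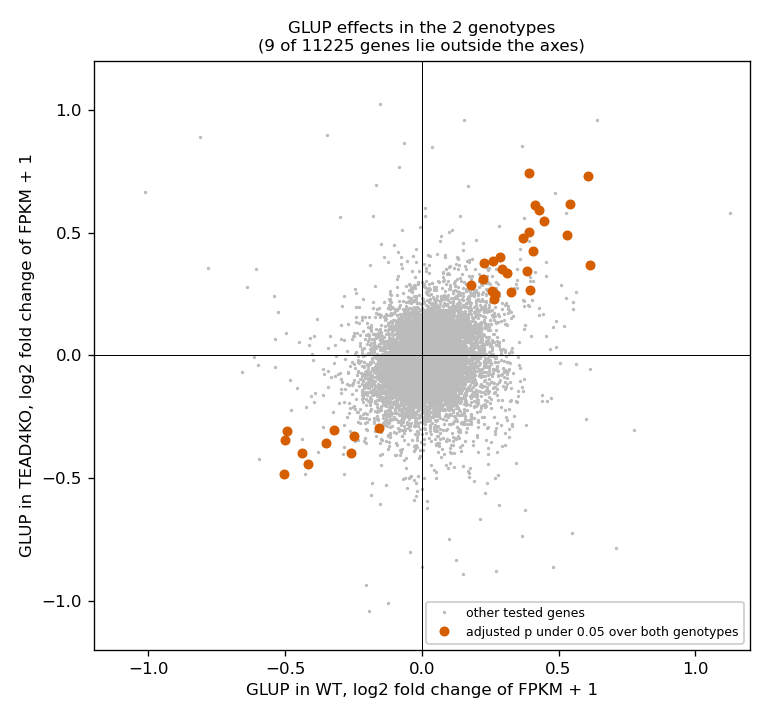
Log2 fold change of FPKM + 1 with GLUP in WT libraries (x axis) and in libraries labelled TEAD4KO (y axis), 1 point per tested gene, with 9 of 11225 genes outside the axes. Orange points are the 34 genes with an adjusted p under 0.05 over both genotypes, and all 34 lie where the signs match, as genes chosen on the mean of both effects tend to.

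The libraries labelled TEAD4KO were then set against WT. In untreated cells 608 genes had an adjusted p under 0.05 (limma), and 2434 had an unadjusted p under 0.05. Of the 608, 90.8% were higher in libraries labelled TEAD4KO, and this share fell to 70.7% under median-ratio scaling (282 higher, 117 lower) and to 59.2% under quantile normalization (357 higher, 246 lower). The median absolute log2 fold change of the 608 genes was 0.394. Only 4 also passed the fold limit. TPGS1 went from 9.50 ± 0.0940 to 20.5 ± 2.24 FPKM (SD, n = 3; log2 fold change 1.03 ± 0.10 SE, limma adjusted p = 0.000605) and EMC6 from 14.3 ± 1.83 to 31.4 ± 6.68 FPKM (1.07 ± 0.14, adjusted p = 0.00223). FOSB went from 6.88 ± 1.15 to 1.30 ± 0.531 FPKM (-1.79 ± 0.19, adjusted p = 0.000835). All 3 differed in the same direction in 3 of 3 libraries. The other one, named after its values were seen, was ENSG00000188223, a row with no gene symbol (-1.37 ± 0.36, adjusted p = 0.0450). The pseudocount moved the number of called genes most among the alternatives that kept both thresholds, with 10 in place of 4 at a pseudocount of 0.1. Without TEAD4KO untreated replicate 2 it was 1, and without WT untreated replicate 2 it was 2.

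Effects in this comparison followed transcript length and GC content. Across the 11085 tested genes with reference values (98.8%), the log2 fold change had a Spearman's rho of -0.480 with length and 0.287 with GC content. After correction of each library for both trends, a step added after seeing the data, 223 genes passed in untreated cells, and 165 of these were among the 608 with the same direction. In the uncorrected fit, which gave 608 genes, the number was 1186 without TEAD4KO untreated replicate 1 and 119 without WT untreated replicate 3. Among the 16 fixed genes 3 passed over all genes tested and 9 with p-values adjusted over the list alone, TEAD4 (higher) among these 9. TEAD1 went from 31.8 ± 1.59 to 25.1 ± 3.25 FPKM (SD, n = 3; log2 fold change -0.33 ± 0.09 SE, limma adjusted p = 0.0482) and TEAD2 from 13.3 ± 0.693 to 9.16 ± 1.24 FPKM (-0.50 ± 0.09, adjusted p = 0.00830). RFXANK, the third, was higher. The 9 genes past the threshold over the list alone also held CCN2 (log2 fold change 0.26), ANKRD1 (0.33), MYC (0.15) and BCL2L1 (0.22), all higher. AXL (-0.28), lower, was the remaining one. TEAD3 had a log2 fold change of 0.073 ± 0.083, and -0.025 after the GC and length correction. The call of TEAD1 was lost in 10 of the 12 fits that left out 1 library, with an adjusted p of 0.191 without WT untreated replicate 3 (from 0.0173 to 0.191 over all alternatives), and TEAD2 was at 0.0573 without that library (from 0.00414 to 0.0573). YAP/TAZ/TEAD targets had a median log2 fold change of 0.051, with 12 higher and 8 lower (limma camera, adjusted p = 0.801). IGFBP3 and FJX1, both higher, passed both with p-values adjusted over the list alone and over all genes tested.

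In GLUP-treated cells the same comparison gave 656 genes with an adjusted p under 0.05 (limma), 84.0% of them higher in libraries labelled TEAD4KO, and 63.0% under quantile normalization (510 higher, 299 lower). Of these, 373 were also among the 608 of untreated cells, 372 with the same direction. Both thresholds were passed by 6 genes, 4 higher and 2 lower. Of the 20 tested YAP/TAZ/TEAD targets 11 were higher and 9 lower (median log2 fold change 0.068, limma camera adjusted p = 0.217). Over the list alone 8 of them passed, and 5 over all genes tested. The replicate numbers of the GLUP groups met the criterion for pairing, and with the replicate number as a block 10 genes passed both thresholds and 1064 had an adjusted p under 0.05. With the block and the GC and length correction together these numbers were 6 and 534. A single library weighed on this comparison, since without TEAD4KO GLUP replicate 16 the numbers were 26 and 1952, and without WT GLUP replicate 16 there were 196 genes with an adjusted p under 0.05.

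Whether GLUP in WT resembled the TEAD4KO label in untreated cells was examined across genes, and Pearson's r was -0.036 (Spearman's rho -0.115). Both effects use the untreated WT libraries, and unchanged groups simulated against shared controls gave a mean r of 0.504 with independent genes, and a 95% range from -0.121 to 0.853 when whole library residuals were reassigned. The sign of r was not stable across alternatives. With 1 library left out it ranged from -0.11 without TEAD4KO untreated replicate 1 to 0.12 without WT untreated replicate 2, and among the other alternatives from -0.098 with rows of at least 5 FPKM to 0.067 after the GC and length correction.

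The other gene lists fixed in advance were tested in the same way over 8 lists per comparison. With GLUP in WT the cell cycle list fell (median log2 fold change -0.069, 19 of 24 genes lower, limma camera adjusted p = 0.000755). The remaining lists did not pass, with medians of 0.043 for the integrated stress response, 0.051 for p53 targets, 0.12 for the interferon response, 0.023 for cholesterol synthesis, 0.019 for hypoxia and glycolysis and 0.044 for pro-apoptotic genes. With GLUP in libraries labelled TEAD4KO the integrated stress response (0.067, 12 of 16 genes higher, adjusted p = 0.00160) and cholesterol synthesis (0.053, 16 of 17 higher, adjusted p = 0.00164) rose, and hypoxia and glycolysis fell (-0.045, 10 of 14 lower, adjusted p = 0.0243). With p-values adjusted over the list alone, DDIT4 (higher), ADM and EGLN3 (both lower) passed in WT, and TRIB3 (higher), ADM and EGLN3 (both lower) passed in libraries labelled TEAD4KO, with 0 over all genes tested. In untreated cells 0 lists passed between libraries labelled TEAD4KO and WT (3 lists had an unadjusted p under 0.05). Under fry 3 lists passed there, with higher medians in libraries labelled TEAD4KO for the integrated stress response (0.14, adjusted p = 0.00303), the interferon response (0.11, adjusted p = 0.00881) and pro-apoptotic genes (0.15, adjusted p = 0.000214). Under an estimated correlation none of them did (adjusted p from 0.269 to 0.363). In GLUP-treated cells the integrated stress response was higher in libraries labelled TEAD4KO (0.15, 13 of 16 genes, adjusted p = 0.00752). Pro-apoptotic genes (0.071, 12 of 17 higher) passed there under fry (adjusted p = 0.00238) and not under camera (0.217) or an estimated correlation (0.414). For the interaction 5 of the 8 lists passed under camera, YAP/TAZ/TEAD targets (median 0.038, adjusted p = 0.0305) among them, and without TEAD4KO untreated replicate 2 the median of that list was -0.0023 (adjusted p = 0.122). The list was also no longer past the threshold without WT untreated replicate 2 (adjusted p = 0.179), WT GLUP replicate 15 (0.205), TEAD4KO untreated replicate 3 (0.210) or TEAD4KO GLUP replicate 16 (0.373). Of the camera calls in the 5 comparisons, only the integrated stress response in GLUP-treated cells held under fry (adjusted p = 0.00127), and it did not hold under an estimated correlation between genes (adjusted p = 0.178).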

Values the study reported

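For HGC-27 cells given 10 μg/ml GLUP, the study reported 166 genes with an FDR under 0.05 and a fold change over 2. It counted 45 of these as higher and 121 as lower after the peptide. The text gives no separate number for each of its sequenced cell populations. It also reported that TEAD signature genes fell with GLUP, naming CTGF (CCN2 here), CYR61 (CCN1 here), AXL, CCNA2 and CGB5 as examples.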

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

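The tests on the overlapping genes of RPL36A-HNRNPH2, the counts of splits by lowest adjusted p and the counts of splits for the gene lists other than YAP/TAZ/TEAD targets were chosen after the results were seen.

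RPL36A-HNRNPH2 differed between genotypes in its response to GLUP by the interaction test (log2 fold change -4.62, limma adjusted p = 0.000685, from 3.5e-06 to 0.0470 over its alternatives). In WT the row went from 25.6 ± 5.47 FPKM (SD, n = 3) to 35.8 ± 10.2 FPKM with GLUP, and in libraries labelled TEAD4KO from 41.3 ± 5.17 to 1.58 ± 1.44 FPKM. Of 100 splits of the libraries within genotype, 26 gave at least 1 called interaction gene and 28 gave at least 1 gene with an adjusted p under 0.05, which bears on the number of genes and not on this one. All 10 splits that kept the TEAD4KO groups or their mirror are among the 26, as they keep its fall. A lowest adjusted p as low as the real one came in 4 of the 100 splits, the real one included, and 2 of these 4 kept the TEAD4KO groups or their mirror. The row overlaps RPL36A and HNRNPH2 on the same strand. A candidate explanation is that a quantifier moved reads between these rows. HNRNPH2 itself went from 30.8 ± 2.64 to 38.6 ± 3.76 FPKM (SD, n = 3) in libraries labelled TEAD4KO, which did not pass (limma adjusted p = 0.339). Its GLUP libraries there (35.0 to 42.5 FPKM) all lay above the untreated ones (27.8 to 32.9 FPKM). In WT its mean went from 32.8 to 32.3 FPKM. A rise in libraries labelled TEAD4KO alone is what moved reads would give. The length-weighted sum of the 3 rows changed by 3.78%, while the fall of the readthrough row amounts to -2.89% of the sum, which is less than the SD of the sum within groups. Most of the sum is RPL36A, at 309 FPKM untreated and 324 FPKM with GLUP in these libraries. The sum is too variable to decide, so it cannot tell shared reads and a change of the readthrough transcript apart. A dependence of this transcript on TEAD4 was not tested otherwise, and TEAD4 transcript was not lower in these libraries.

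By camera with its preset correlation, 5 of the 8 lists differed between genotypes in their GLUP response. The median interaction log2 fold changes were 0.038 for YAP/TAZ/TEAD targets (adjusted p = 0.0305, with a median of -0.0023 without TEAD4KO untreated replicate 2), 0.038 for the cell cycle (0.0165), -0.12 for the interferon response (0.0196), 0.047 for cholesterol synthesis (0.0241) and -0.13 for hypoxia and glycolysis (0.0250). None of the 5 held under fry (adjusted p from 0.338 to 0.588) or under an estimated correlation (from 0.275 to 0.330). Of the 100 splits within genotype, a median shift as large came in 61 for YAP/TAZ/TEAD targets, 48 for the cell cycle, 13 for the interferon response, 41 for cholesterol synthesis and 7 for hypoxia and glycolysis. Chance regrouping of the libraries may therefore account for each of these differences, and no biological reading is offered for them.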

How the results depend on the processing

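The GC and length correction, its combination with the block, the fit over both genotypes and the alternatives for TEAD4 in GLUP-treated cells were chosen after seeing the data. The number of called genes for GLUP in WT (0) and GLUP in TEAD4KO (1) changed only where the fold limit was dropped, to 1 and 5, and the interaction gave 1 gene under every alternative run. Dropping the fold limit gave 608 genes for TEAD4KO in untreated cells and 656 in GLUP-treated cells. The cause of a change below was not tested unless the setting itself shows it (fewer samples, more or fewer genes, a looser threshold).

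For TEAD4KO in untreated cells, called genes numbered 10 with a pseudocount of 0.1, 2 under quantile normalization, 7 with only the groups compared, and 2 with the GC and length correction, with or without the block. Genes with an adjusted p under 0.05 numbered 394 without a filter, 399 under median-ratio scaling, 382 with only the groups compared, 223 with the GC and length correction and 170 with that correction and the replicate block. The block alone gave 5 called genes and 849 genes, although untreated libraries share only a number. For TEAD4KO in GLUP-treated cells, where the libraries met the pairing criterion, the replicate block gave 10 called genes and 1064 genes. Among the named genes and target-list results fitted with the block, only TEAD4 in GLUP-treated cells lost its call (adjusted p = 0.0516, against 0.0479). A pseudocount of 0.1 gave 17 called genes, array weights gave 14 called and 2487 genes, and the GC and length correction gave 418 genes.

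For GLUP in WT, genes with an adjusted p under 0.05 numbered 61 with array weights, 2 under quantile normalization (1 higher, 1 lower) and with the GC and length correction, and 0 in eBayes without trend, where 1 is the value reported. For GLUP in TEAD4KO they numbered 1 with array weights and with only the groups compared, and 3 in eBayes without trend, against 5. GLUP over both genotypes gave 22 genes without a filter and 56 with the GC and length correction, against 34.

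The YAP/TAZ/TEAD target list passed for GLUP in TEAD4KO with rows of at least 5 FPKM (median 0.026). Its interaction call was lost without a filter (0.023), with rows of at least 5 FPKM (0.029), with array weights (0.067), and under fry and an estimated correlation, where the median stays at 0.038. It was also lost in 5 of the 12 fits that left out 1 library, without WT untreated replicate 2, WT GLUP replicate 15, TEAD4KO untreated replicates 2 and 3, and TEAD4KO GLUP replicate 16 (adjusted p from 0.122 to 0.373). For GLUP in TEAD4KO the list passed in 5 such fits, without WT GLUP replicates 14 and 16, TEAD4KO untreated replicate 1, and TEAD4KO GLUP replicates 14 and 15 (adjusted p from 0.0191 to 0.0490). TEAD4 in untreated cells reversed to -0.020 with the GC and length correction, and TEAD3 to -0.025. CCN2 for GLUP in TEAD4KO reversed to 0.027 with array weights and to 0.016 with the GC and length correction. CCNA2 reversed to 0.0061 under median-ratio scaling and to 0.016 under quantile normalization. Each of these reversals is smaller than the standard error of the gene.

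Across the 12 fits that each left out 1 library, genes with an adjusted p under 0.05 ranged from 0 to 1 for GLUP in WT, from 1 to 6 for GLUP in TEAD4KO, from 119 (without WT untreated replicate 3) to 1186 (without TEAD4KO untreated replicate 1) for TEAD4KO in untreated cells, from 196 (without WT GLUP replicate 16) to 1952 (without TEAD4KO GLUP replicate 16) in GLUP-treated cells and from 15 to 41 for GLUP over both genotypes. Called genes ranged from 1 to 6 for TEAD4KO in untreated cells and from 6 to 26 in GLUP-treated cells. The median of the YAP/TAZ/TEAD targets ranged from -0.064 to 0.017 for GLUP in WT, from -0.013 to 0.083 for GLUP in TEAD4KO and from -0.0023 to 0.085 for the interaction. For GLUP in WT, CCN2 ranged from -0.054 to 0.043 and AXL from -0.047 to 0.025. For GLUP in TEAD4KO, CCN2 ranged from -0.088 to 0.064 and CCNA2 from -0.10 to 0.065. Both correlations across genes moved by less than their jackknife error under each alternative.

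Over all alternatives, 78 further values of 8 named genes and comparisons lost their call and 0 gained one. These were DLX3, ETV5, ETV1, RDH10, TMTC1, TEAD1, TEAD2 and, in GLUP-treated cells, TEAD4, and each kept its direction. RPL36A-HNRNPH2, EMC6, TPGS1 and FOSB kept direction and adjusted p under 0.05 under every alternative run. EMC6 and TPGS1 did not keep the fold limit under all of them. With the GC and length correction their log2 fold changes in untreated cells were 0.845 and 0.897. Depth is unknown, and the 3 libraries per group limit the interaction most, where 52.0% of simulated 1.5-fold differences were recovered.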

Other observations

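The tests on TEAD4 labels, on the genotype score and the WT share of single libraries, on CD99, on the shared direction of GLUP effects and on splits for lists other than YAP/TAZ/TEAD targets were chosen after the results were seen, and so was the test of the ERK list without SPRY2, IER3 and EGR1. The ERK and NRF2 lists were written after ETV1, ETV5 and HMOX1 had been seen, and leave these out, but before the lists were tested.

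The number of genes past both thresholds for GLUP in WT was 0 (385 had an unadjusted p under 0.05). That is lower than the value quoted from the study above. The text of the study does not say whether these libraries are behind its value. It also gives different GLUP treatment times for RNA sequencing in its results and in its methods, so the time behind these libraries is unknown.

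GLUP may have a small effect that does not need the TEAD4 label. In the fit over both genotypes 34 genes passed, and 1 of 100 splits within genotype, the real one, gave as many (the highest of the others gave 1 gene), which argues against chance. Of the 100 genes with the smallest p in WT, 88 moved the same way in libraries labelled TEAD4KO, and of the 100 with the smallest p in the latter, 78 moved the same way in WT. For the first number only 1 of 20 assignments of those 6 libraries, the real one, gave as many, and the highest of the others gave 85, so this test alone decides little. A trend with GC content or length is not the whole cause, since 56 genes passed after correction and 33 of the 34 were among them. The labels do not tell whether GLUP and untreated libraries were prepared together, and their replicate numbers differ, so a batch that follows treatment in both genotypes cannot be told apart from GLUP.

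The genes of this response suggest signalling downstream of ERK as a candidate source. ETV5 and ETV1, which gave the idea, were among the 24 that rose. A list of 15 ERK-induced genes without ETV1 and ETV5 was tested, and all 10 that could be tested rose (median log2 fold change 0.25 over both genotypes, 0.23 in WT and 0.28 in libraries labelled TEAD4KO, limma camera, p adjusted over the 2 added lists, adjusted p = 8.24e-12). Of these 10, SPRY2 and IER3 were also among the 34 genes, as were IL17RD and ERRFI1 outside the list, and these 4 are named after their values were seen. The shift held under fry (adjusted p = 0.00113), under an estimated correlation (adjusted p = 0.00702), and after GC and length correction (camera, adjusted p = 5.48e-12). Without SPRY2, IER3 and EGR1, the last of which had been seen before the test, all 7 remaining genes rose (median 0.24), and the shift held under camera (adjusted p = 2.49e-06), fry (0.0107) and an estimated correlation (0.0299). A list of 15 NRF2 targets without HMOX1, 12 of them tested, fell slightly (median -0.052, 11 of 12 lower, camera, adjusted p = 0.00558), with 0 of its genes past the threshold. It held under fry (adjusted p = 0.0269) and after GC and length correction (adjusted p = 0.0145), and not under an estimated correlation (adjusted p = 0.0765). These lists were tested on the data that gave the idea, and a batch that follows treatment stays open here too.

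VGLL4 was among the 34 genes, with a log2 fold change of 0.32 ± 0.06 (SE) over both genotypes and adjusted p = 0.0243. After GC and length correction it still passed (adjusted p = 0.00705), which argues against those trends as the whole cause. VGLL4 is a cofactor that binds TEAD4, and the rise may be a response to GLUP, but the batch named above remains open.

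Many genes differ between libraries labelled TEAD4KO and WT. A trend with GC content and transcript length accounts for part of the 608 genes and not for all, since 223 passed after correction. A lower depth of the libraries labelled TEAD4KO would change mainly low genes, whereas 478 of the 608 had a mean of at least 10 FPKM, 437 higher and 41 lower. Their share (78.6%, against 51.8% of tested genes) does not test depth, since the scale used understates changes of low genes. For low genes a lower depth stays open. Rows listed at 0 were more common in untreated libraries labelled TEAD4KO (25.0%) than in untreated WT (21.9%). A few abundant genes taking more of the total is also not the whole cause, since 399 genes passed under median-ratio scaling. Genotype, clonal selection and a separate preparation of the edited cells all follow the same labels, and no test here separates them.

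TEAD4 transcript was not lower in libraries labelled TEAD4KO. It was higher, past the threshold in GLUP-treated cells (log2 fold change 0.23, limma adjusted p = 0.0479) and not in untreated cells. With the replicate number as a block, the difference in GLUP-treated cells did not pass (limma adjusted p = 0.0516). With the GC and length correction the log2 fold change in untreated cells was -0.020 ± 0.056 (SE), so the excess there may come from those trends. In GLUP-treated cells it was 0.074 ± 0.056 (SE) after correction and no longer passed. A loss of transcript is not seen with or without the correction. Swapped labels would leave WT libraries with the lower level, and the ratio of the WT mean to the TEAD4KO mean was 0.865, too near 1 to decide. An edit that removes the protein and leaves the transcript would give such values, and the FPKM table cannot show it.

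TEAD4KO untreated replicate 1 and TEAD4KO GLUP replicate 16 lay nearer WT on the first component. Each library was scored on the 50 genes that best separated the genotypes in the other 11, with 0 for the mean of WT and 1 for the mean of TEAD4KO. Untreated replicate 1 scored 0.913, and GLUP replicate 16 scored 0.55, the lowest of its genotype. WT libraries scored from -0.123 to 0.174, so a swap of a whole sample is unlikely for either. After GC and length correction both still lay apart from the other 4 libraries of the genotype on the first component, by 11.5 units against an SD of 2.78 among those 4, so these trends are not the whole cause. A mixture of WT cells into GLUP replicate 16 stays open. On the FPKM scale, genes at least 1.5-fold apart in the other 11 libraries gave it a median WT share of 46.2% from 109 genes higher in TEAD4KO and of 52.3% from 5 lower genes. A mixture would give similar shares, but the share from few lower genes is unsteady. Untreated replicate 1 had 101% from 9 lower genes against 12.4% from 84 higher genes, which a mixture alone would not give. At 2-fold, tried first, the only lower gene was FOSB and its share was 9.73%, against 39.6% from 6 higher genes. RPL36A-HNRNPH2 was at 0.492 FPKM in this library, against 24.7 to 44.6 FPKM in WT with GLUP, which goes against a large share of WT cells if the reads of that row were assigned correctly. The lower genes are too few to decide.

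CD99 has a row for its X copy and a row for its Y copy, which are near-identical. The X row had an interaction log2 fold change of -1.49 and the Y row of 0.60, while the sum of both had 0.12 ± 0.15 (SE). Reads assigned differently between the copies are a likely source of the apparent difference.

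Other splits of the 6 libraries in each comparison were counted, and with 10 splits the share is never under 0.1. For GLUP in WT the real number of called genes was 0, so all 10 of the 10 splits gave as many and that count tests nothing. Of these splits 1 gave as many genes with an adjusted p under 0.05, and 7 gave as large a median of the YAP/TAZ/TEAD targets. For GLUP in TEAD4KO, 5 splits gave as many called genes, 2 as many genes with an adjusted p under 0.05 and 6 as large a median of that list. For TEAD4KO in untreated cells these numbers were 1, 1 and 3. In GLUP-treated cells 1 split gave as many called genes and 1 as many genes with an adjusted p under 0.05. Of the 4 splits there that part all 3 pairs, the other 3 gave 0 such genes, and so did the splits that part 1 pair. For the lists past the camera threshold, as large a shift came in 1 split for the cell cycle with GLUP in WT, in 3 for the integrated stress response, 3 for cholesterol synthesis and 5 for hypoxia and glycolysis with GLUP in TEAD4KO, and in 1 for the integrated stress response in GLUP-treated cells.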
